A study of Mus musculus with 5375 samples. Its data were reported in "Lung endothelium exploits susceptible tumor cell states to instruct metastatic latency" (2024).

How the data were processed

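Single-cell transcriptomes were analysed of tumour cells (TCs) and endothelial cells (ECs) from the lungs of female BALB/c mice. The mice received 4T1-GFP cells, a mouse breast cancer line of BALB/c origin that carries a green fluorescent protein, into the tail vein after the cells had been stained with CellTrace, a dye that is diluted at each division. ECs were taken on day 0 (uninjected animals) and 1.5 and 3.5 days after injection. TCs were collected at both later time points, and before injection from culture. On day 1.5 an antibody against H-2Kd, a class I protein on the surface of all cells of this mouse strain, was injected into the circulation shortly before sampling, so that stained TCs were sorted as intravascular and unstained TCs as extravascular. On day 3.5 TCs that had kept the dye were sorted as latent and TCs that had diluted it as proliferative. Each sorted cell gave its own library by a modified SMART-Seq2 protocol in plates, which reads single ends and carries no molecular identifiers.

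The authors deposited 1 table of raw values per sequencing lane, and these values are estimated counts of reads per gene and cell, which need not be whole. The study's single-cell methods refer back to another of its sections, which names salmon 0.7.2 on the mouse build GRCm38 and tximport 1.18.0, and the annotation release is not stated there. The authors also deposited filtered tables on a log10 scale, and comparison with the raw tables showed how these were made: in each kept cell the estimated count was divided by the mean of the detected genes of a housekeeping panel, multiplied by 10000 and written as log10 of the value plus 1. Of the 11 panel genes that the study names, 8 were found in the tables, and with these 8 the factor came to between 9999.95 and 10000.05 in every TC and between 9999.98 and 10000.01 in every EC. The filtered tables held 21895 genes for ECs and 21858 for TCs. A deposited annotation gave the time point, the animal and, for TCs, the sort gate of each cell.

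The raw tables held 3455 ECs and 1920 TCs, of which the authors kept 2479 and 1566. The kept ECs had at least 1002 detected genes and the kept TCs at least 2529, in keeping with stated minimums of 1000 and 2500 genes. At those minimums the raw tables held 2782 ECs and 1573 TCs. The stated limit of 5% mitochondrial content was met by the kept cells on the log10 values, where the highest share was 2.37% in ECs and 1.11% in TCs. On reads the highest share was 49.3% in ECs and 51.2% in TCs, and 86 kept ECs and 139 kept TCs lay above 5%. With that limit applied to reads, 2686 ECs and 1434 TCs would pass both filters. The authors further removed ECs by their expression of immune or mural and stromal genes. The marker lists for these cell types (below) therefore hold genes that also decided which ECs were kept, among them Ptprc. Every kept cell was matched to its raw column, and 0 columns of the deposited tables were left unused. No doublet caller was run, since each well received 1 sorted cell.

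The animal was the replicate. Estimated counts of the kept cells were summed over each animal and group and the sums rounded to whole numbers (pseudobulks). This gave 10 EC libraries (4 animals on day 0, 3 on day 1.5 and 3 on day 3.5). For TCs it gave 4 intravascular, 4 extravascular and 4 latent libraries. The labels give the proliferative gate 4 replicates, but the deposited annotation names the same animal for all of its 384 sorted cells, so these cells entered as 1 pool. The TC fit had been planned with 16 libraries and was made with 13, and each comparison of latent with proliferative TCs that had been planned as 4 animals against 4 became 4 animals against 1 pool, for which the smallest 2-sided exact permutation p is 0.2. The cultured TCs were 1 further pool and entered no test between groups. The plan also held that 4 animals against 3 could not reach a p of 0.05, whereas the smallest exact permutation p of that design is 0.0286.

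EC classes were set per cell with the study's marker lists and thresholds on Seurat module scores of the log10 values (Seurat 5.3.0): large vessel, cycling, alveolar capillary (aCap, 12 genes listed) and general capillary (gCap, 13 genes listed). This gave 1579 gCap, 604 aCap, 131 large-vessel, 24 cycling and 141 unclassified cells. The classes are ranges of a continuous score: 236 cells lay within 0.1 of a limit of the aCap class and 370 within 0.1 of a limit of the gCap class. In aCap cells the median aCap score was 0.839 and the median gCap score -0.990, and in gCap cells the median gCap score was 0.434 and the median aCap score -0.329. Scores of Wnt pathway genes (146 listed, 129 found) and of genes raised in epithelial-to-mesenchymal transition (EMT, 384 listed, 342 found, 10 of them shared with the Wnt list) were computed in the same way. A cell counted as cycling when the sum of its S-phase (43 genes) and G2M (54 genes, the cycling list) scores was above 0.

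Gene-level comparisons used the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest) with TMM scaling and genes kept by filterByExpr. One fit held all EC libraries, another all lung TC libraries, and each EC class had its own. The difference between the gCap and aCap responses was tested as an interaction, without a term for the animal, which was added as an alternative. Genes past a Benjamini-Hochberg adjusted p of 0.05 were counted, and all tests were 2-sided. The comparison of dye-retaining, noncycling TCs (latent gate, score sum below -1) with proliferating TCs (proliferative gate, score sum above 0) followed the study's thresholds. Sets of genes were tested with camera (limma 3.58.1) at a preset correlation of 0.01, with adjustment over 14 EC tests and 16 TC tests. EC sets were the aCap, gCap, large-vessel (12 genes) and cycling lists, biosynthesis (10 genes), angiokines (5 genes) and Wnt ligands (19 genes). TC sets were extravasation (20 genes), stemness and dormancy (11 genes), EMT, Wnt, canonical Wnt (42 genes), noncanonical Wnt (33 genes), S phase and cycling. Calls within a list were also counted with the p-values adjusted over the list alone, including lists of Wnt receptors (17 genes), EMT factors (10 genes), Wnt targets (11 genes) and 3 further genes (H2-K1, Mki67 and Top2a). RNA of other cell types was measured as summed counts scaled to equal library totals (CPM) of marker lists for endothelial (8), immune (9), stromal (8), alveolar (6), erythroid (5) and tumour epithelial (8) genes. Values per animal were compared by exact permutation of the animals, and relations over cultured cells by 100000 permutations. Means are given with the SD over animals.

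Genes named in the text were set by a rule. Within each comparison these were the genes past the threshold whose libraries did not overlap between the groups and whose mean log2 CPM was at least 4, of which the 4 with the smallest p in each direction were taken, without predicted (Gm and Rik), mitochondrial and ribosomal protein genes. EMT factors, Wnt targets, angiokines and the 3 further genes were always included, and Wnt ligands and receptors of at least 1 CPM as a summary. Nr1d1 and Timp1 fell outside the rule and were named after their values were seen, because their comparisons held 5 calls or fewer. Gene positions are those of GENCODE M21 on GRCm38. The tests, the groups, the lists and this rule were fixed before the data were examined, except where a test is said to have been chosen later.

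The alternatives tried were DESeq2 1.42.0, median-of-ratios size factors, no filter on low counts, the replicate number as a block, only the compared groups in the fit, each library left out in turn, all cells above the gene minimum, equal weight per cell, the study's EC threshold (unadjusted p under 0.01 and log2 fold change above 0.5), thinning to equal depth (100000 reads per cell for scores and shares), gCap cells drawn down to the aCap number, other score definitions, fry and an estimated correlation for gene sets. Added after the data were seen were limma-trend on mean log10 values per animal (plain, centred per library, with the sorting session, or with gCap drawn down), genes of at least 10 CPM, the sorting session as a term, the 5% mitochondrial limit on reads, the cells of the deposited capillary table, thinned shares, class limits on log counts and the ligand sum without its top cell. The alternatives on mean log10 values and at 10 CPM were chosen because edgeR had called few EC genes. Equal weight per cell was tested with limma-trend on log2 CPM in place of edgeR, with its own filter on low counts. The counting of intravascular and extravascular TCs from the same 4 animals makes those libraries pairs, although same-numbered libraries showed no shared deviation (correlations of 0.0401, -7.9e-05, 0.0166 and -0.0074 over genes). The block left 3 residual degrees of freedom in place of 9.

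Each fit was tested on simulated counts with 200 changed genes. Of genes changed 2-fold and 4-fold, 19.8% and 47.5% were recovered in the extravascular comparison of 19249 genes, with 4.41% false calls. In the latent comparison of as many genes 3.26% and 21.2% were recovered. The EC comparisons of 17585 genes recovered 0% of 2-fold changes and between 3.03% and 9.09% of 4-fold changes, and the 4 fits within an EC class and the interaction recovered 0% of either. The dye-retaining comparison of 13589 genes recovered 0% and 3.49%, with 40% false calls, a share that rests on few simulated calls. EC libraries held 75.6 to 129.5 M reads (M, megareads) and TC libraries 31.9 to 49.9 M reads, with 163.5 M reads in the proliferative pool. Reads amplified by PCR without molecular identifiers are not independent molecules, so every interval and every limit from a count of 0 covers counting error only. Sequencing lane could not be separated from the TC gate, since each gate was sequenced on a lane of its own. Other programs were R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.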

Results

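The data set held 3455 ECs and 1920 TCs, each sequenced as a library of its own. The authors kept 839 of 1152 ECs on day 0, 941 of 1152 on day 1.5 and 699 of 1151 on day 3.5. Each TC gate and the culture comprised 384 sorted cells, of which 325 intravascular, 306 extravascular, 329 latent, 237 proliferative and 369 cultured TCs were kept. Pseudobulks per animal held 75.6 to 129.5 M reads for ECs (n = 4, 3 and 3 mice on days 0, 1.5 and 3.5) and 31.9 to 49.9 M reads for intravascular, extravascular and latent TCs (n = 4 mice each). The proliferative gate was 1 pool of 163.5 M reads and the culture 1 pool of 92.1 M reads, and neither had a replicate. The median number of detected genes per cell lay between 1951 and 2973.5 in the EC libraries, between 5721 and 6080.5 in extravascular, between 6293.5 and 6608 in intravascular and between 6554.5 and 6869.5 in latent libraries, and was 7145 in the proliferative pool and 5781 in culture. Correlations between animals of a group ranged from 0.759 to 0.881 in ECs (6523 genes) and from 0.954 to 0.982 in TCs (5213 genes). All reads of a TC gate came from lanes that no other gate used, so that gate and lane could not be separated in any comparison of TCs.

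To ask how the lung endothelium changes after TCs arrive, total ECs were compared between days. The quasi-likelihood test of edgeR called 0 of 17585 genes at a Benjamini-Hochberg adjusted p of 0.05 on day 1.5 versus day 0, 0 on day 3.5 versus day 1.5 and 0 on day 3.5 versus day 0. At an unadjusted p under 0.05 the counts were 1422, 798 and 1541 genes. Other tests of the same animals called more genes. DESeq2, the tool the study used for total ECs and for TC gates, called 358, 133 and 508 genes at an adjusted p of 0.05. On the mean log10 values per animal limma-trend, chosen after the counts of 0 had been seen, called 326, 1 and 450 of 7578 genes. Of the 326 genes, 320 were higher on day 1.5, and of the 450 genes, 448 were higher on day 3.5. On that scale the median of all genes was itself shifted, by 0.23 log2 on day 1.5 and 0.24 log2 on day 3.5 versus day 0, and with each library centred 106 and 119 genes were called. Libraries did not overlap between day 1.5 and day 0 for 1319 genes, or 7.50% of those tested, where chance gives 5.71%. For day 3.5 versus day 0 the share was 7.74% against 5.71%, and for day 3.5 versus day 1.5 9.71% against 10%. Leaving out 1 library gave 1 call on day 1.5 versus day 0 (without day 0 replicate 2) and 1 call on day 3.5 versus day 0 (without day 0 replicate 1, day 0 replicate 2 or day 3.5 replicate 2).

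**Figure D1:**
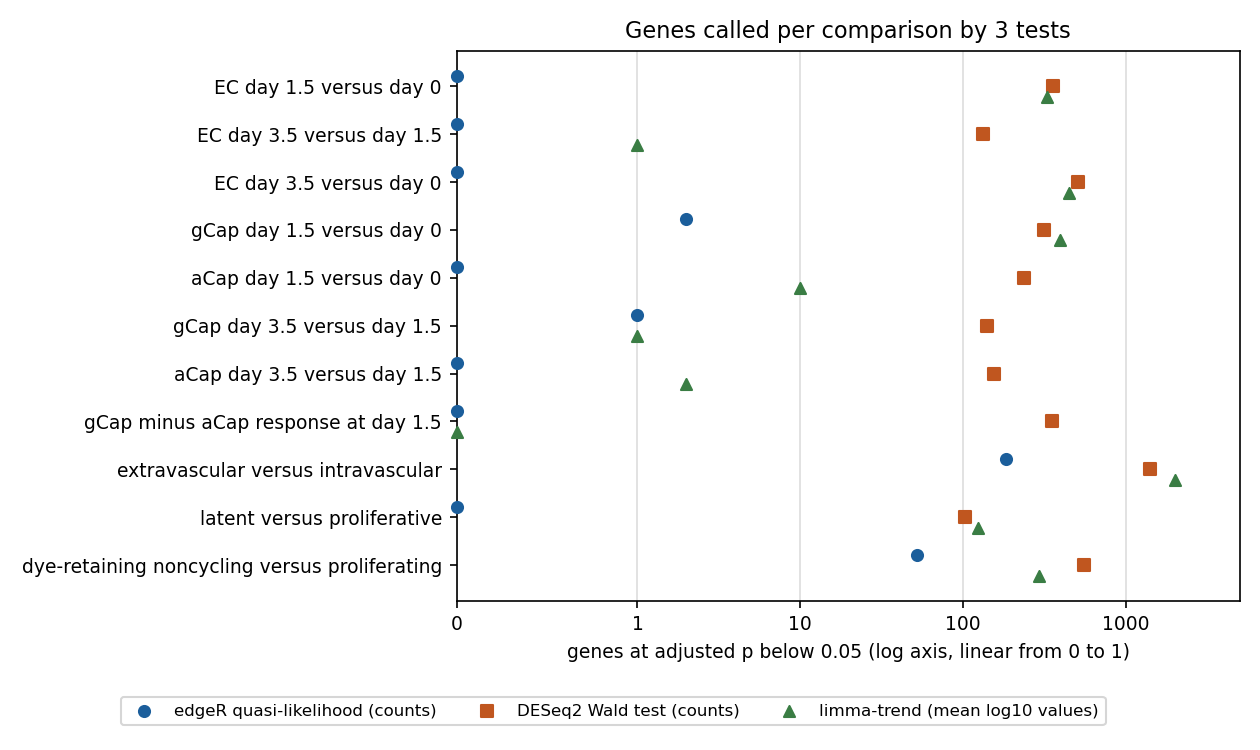
Number of genes past an adjusted p of 0.05 (horizontal axis, symmetric log scale) in each comparison (vertical axis) by edgeR, DESeq2 and limma-trend on mean log10 values. edgeR called 183 genes between extravascular and intravascular TCs and at most 2 in any EC comparison, whereas DESeq2 and limma-trend called 1401 and 2008 and, on day 1.5 versus day 0 in ECs, 358 and 326.

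Among the angiokines, Cxcl10 was measured at 57.2 ± 29.6 CPM on day 1.5 (SD, n = 3) and in 1 read of 1 cell among all 839 day 0 cells. Over the pooled cells the ratio of day 1.5 to day 0 was 20698 (95% interval 3715 to 817576), and the adjusted p of edgeR was 0.0926. These reads came from 36 of 941 cells. On day 3.5 Cxcl10 stood at 8.01 ± 8.88 CPM (SD, n = 3) in 10 of 699 cells, a ratio of 2696 to day 0 (95% interval 483 to 106542), with an adjusted p of 0.180. Lrg1 rose from 71.9 ± 40.1 CPM on day 0 (SD, n = 4) to 481 ± 397 CPM on day 1.5 (SD, n = 3), with a log2 fold change of 2.73 ± 0.78 (SE) and an adjusted p of 0.471. The difference on day 3.5 was 3.39 ± 0.80 log2 (adjusted p 0.399). Angpt2 changed by 0.27 ± 0.72 log2 (SE) and Slit3 by 1.62 ± 1.17 log2 on day 1.5, neither beyond the spread between animals. With the p-values adjusted over the list alone, Cxcl10 and Lrg1 were called on both days. H2-K1, which encodes a class I protein, fell by 0.41 log2 on day 1.5 (SE 0.14, adjusted p 0.512, called when adjusted over the list alone), and Top2a changed by 2.48 ± 0.97 log2 (SE, adjusted p 0.568, likewise called over the list alone), whereas Mki67 changed by 2.68 ± 1.87 log2 (SE, adjusted p 0.753). Of the EMT factors tested in ECs, Cdh2 had the smallest adjusted p on day 1.5 (0.568, at 0.929 ± 0.976 against 0.0252 ± 0.0341 CPM), and of the Wnt targets Myc (0.679, at 1.71 ± 2.88 against 0.0812 ± 0.154 CPM), and no gene of either list was called over all genes or over the list alone.

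The 7 fixed lists were tested as sets in ECs with camera on logCPM values. On day 1.5 versus day 0 the cycling set was higher (adjusted p 1.9e-06), as were biosynthesis (1.9e-06) and the angiokines (3.2e-04), and the aCap set was lower (0.0056). On day 3.5 versus day 1.5 biosynthesis was lower (0.0193). The gCap, large-vessel and Wnt ligand sets were not called on day 1.5 (adjusted p 0.211, 0.127 and 0.211). With fry in place of camera, biosynthesis (0.0014) and the angiokines (0.0071) held on day 1.5, whereas the aCap (0.0671) and cycling (0.101) sets and biosynthesis on day 3.5 (0.0603) did not. With an estimated correlation only biosynthesis on day 1.5 held (0.037), and the aCap set (0.0592), the angiokines (0.0592), the cycling set (0.214) and biosynthesis on day 3.5 (0.170) did not. Biosynthesis on day 3.5 was also lost without day 1.5 replicate 1 (0.130) or replicate 2 (0.0502) and without day 3.5 replicate 2 (0.0533) or replicate 3 (0.0917). The remaining sets on day 3.5 versus day 1.5 were not called, with the angiokines at 0.117, cycling at 0.401 and the others at 0.408 or above, and the aCap set had a positive median of 0.11 log2 although camera placed it lower. Over all genes none of the listed genes was called in ECs on day 1.5. Adjusted over the list alone, 7 of 9 biosynthesis genes tested, 4 of 311 EMT genes (Col4a1, Col4a2, Nr2f1 and Ttyh2) and 1 of 54 cycling genes (Cenpe) were higher, 1 of 12 aCap genes (Enho) and 1 of 12 Wnt receptors (Fzd4) were lower, and 0 of 13 gCap, 0 of 12 large-vessel, 0 of 120 Wnt, 0 of 37 canonical Wnt, 0 of 28 noncanonical Wnt and 0 of 43 S-phase genes were called. The biosynthesis list was chosen by the study on these cells and is no independent evidence, and it holds ribosomal genes and predicted copies of them whose reads counting could split. Fzd4 stood at 55.8 ± 1.3 CPM on day 1.5 (SD, n = 3) against 150 ± 41 CPM on day 0 (SD, n = 4), with an adjusted p of 0.424 over all genes.

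The study compared time points within capillary classes with a rank-sum test, at p under 0.01 and a log2 fold change above 0.5. Here the classes were compared with edgeR at an adjusted p of 0.05, to ask whether gCap and aCap ECs respond alike. The counts are therefore not a repeat of the study's. Class libraries held 45.7 to 83.1 M reads from 120 to 204 cells for gCap and at most 33.5 M reads from 35 to 88 cells for aCap. On day 1.5 versus day 0 edgeR called 2 of 16279 genes in gCap ECs and 0 of 13539 in aCap ECs, where 876 aCap genes had an unadjusted p under 0.05 and DESeq2 called 236. In gCap ECs 1251 genes had an unadjusted p under 0.05 and DESeq2 called 315. The 2 gCap genes were named after their values were seen. Nr1d1 (GRCm38 chromosome 11, 98767932 to 98775333, protein coding) fell by 8.87 log2 (SE 0.85, adjusted p 0.0096), to 0.182 ± 0.021 CPM (SD, n = 3) from 85.2 ± 64.0 CPM (SD, n = 4), with reads in 9 of 564 against 101 of 546 cells. Timp1 (chromosome X, 20870166 to 20874735, protein coding) was called higher (adjusted p 0.0131), with 6485 reads in 29 of 564 cells on day 1.5 against 2 reads in 2 of 546 cells on day 0, a ratio of 3469 over the pooled cells (95% interval 960 to 28651). Both genes overlap another annotated gene (Thra and Syn1), so their values are uncertain where counting ignored strand. On day 3.5 versus day 1.5 the only gene called in gCap ECs was Nr1d1, at 45.7 ± 9.7 CPM (SD, n = 3) and 7.94 ± 0.83 log2 higher (SE, adjusted p 0.0214), where 707 genes had an unadjusted p under 0.05 and DESeq2 called 140. In aCap ECs edgeR called 0 genes on day 3.5 versus day 1.5, against 723 at an unadjusted p under 0.05 and 155 by DESeq2.

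These counts rested on single libraries. Without any one of day 1.5 replicates 1, 2 and 3 edgeR called 0 genes in gCap ECs on day 1.5, without day 0 replicate 1, 2 or 3 it called 1 (Nr1d1), and without day 0 replicate 4 it called 3. The later Nr1d1 call was lost, with 0 calls, without any one of the 6 libraries compared. When gCap cells were drawn down to the number of aCap cells, edgeR called 0 gCap genes. On mean log10 values 391 gCap genes (387 higher) and 10 aCap genes were called on day 1.5, and 40 gCap genes after drawing down, with an all-gene median of 0.24 log2 in gCap. The difference between the gCap and aCap responses was tested directly as an interaction, and edgeR called 0 of 16713 genes, with 1257 at an unadjusted p under 0.05, 351 by DESeq2 and 0 on mean log10 values. That fit ignored that gCap and aCap ECs came from the same animals. With the animal as a block edgeR again called 0, and 2 were called on mean log10 values. Without day 1.5 replicate 3 edgeR called 2. Adjusted over the list alone, 4 aCap, 3 gCap, 2 large-vessel, 3 biosynthesis, 1 noncanonical Wnt and 1 Wnt target gene differed between the responses. Libraries did not overlap between day 1.5 and day 0 for 6.84% of gCap and 6.63% of aCap genes, where chance gives 5.71%.

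EC class shares were set beside one another by day. aCap ECs made up 25.7 ± 0.9% of kept ECs on day 0 (SD, n = 4), 26.0 ± 2.5% on day 1.5 (n = 3, exact permutation p 0.886) and 20.2 ± 4.5% on day 3.5 (n = 3, exact permutation p 0.0571, adjusted p 0.171 over 4 comparisons). gCap ECs made up 65.2 ± 1.3%, 59.8 ± 5.1% (exact permutation p 0.0857, adjusted p 0.171) and 67.6 ± 6.1% (exact permutation p 0.486, adjusted p 0.648). The smallest p of this design is 0.0286 in an exact test. With class limits set on log counts the gCap share on day 1.5 was 1.15 percentage points above that on day 0, in place of 5.31 below, but on that scale the limits left 0 large-vessel ECs on any day and do not carry over. Leaving out 1 library moved the aCap difference on day 1.5 from 0.279 to -0.898 (without day 1.5 replicate 2) or -0.137 points (without day 0 replicate 4), and the gCap difference on day 3.5 from 2.44 to -0.154 points (without day 3.5 replicate 2). Cycling ECs numbered 0 of 839 on day 0, which allows a share of up to 0.358%, 9 of 941 on day 1.5, of which 7 came from replicate 3, and 15 of 699 on day 3.5, of which 10 came from replicate 3. On log counts there was 1 on each later day. Large-vessel ECs averaged 3.40%, 6.38% and 5.74% on the 3 days.

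**Figure D2:**
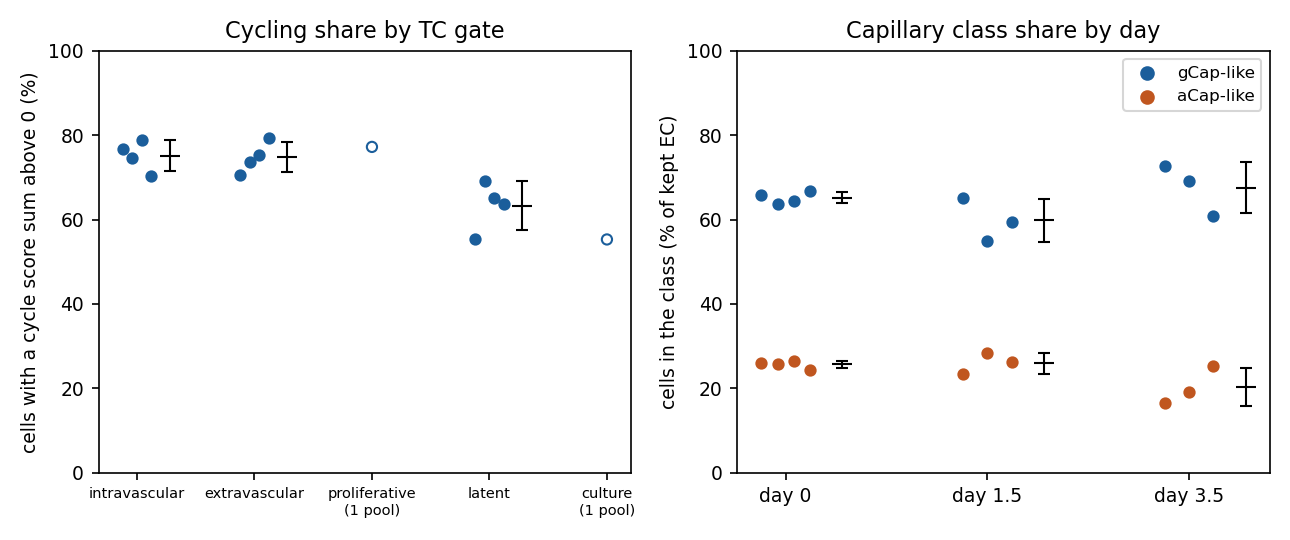
Share of kept TCs with a cycle score sum above 0 per animal by sort gate (left, percent) and share of kept ECs in the gCap and aCap classes per animal by day (right, percent), with bars for the mean and SD and open circles for pools without replicate. The latent gate averaged 63.3% and the proliferative pool stood at 77.2%, and the aCap share averaged 25.7% on day 0 and 20.2% on day 3.5.

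Whether ECs change their supply of Wnt ligands over time was tested with the summed CPM of all 19 ligand genes. The sum was 27.3 ± 18.8 CPM on day 0 (SD, n = 4), 35.6 ± 21.2 CPM on day 1.5 (SD, n = 3) and 30.5 ± 3.3 CPM on day 3.5 (SD, n = 3). Neither later day differed from day 0 beyond the spread between animals (exact permutation p 0.457 and 0.857, both 0.857 when adjusted over 2 comparisons). The result depended on the cells used. The study assessed combined ligand expression in capillary ECs. In the cells of the deposited capillary table the sum was 16.8 CPM higher on day 1.5 and 11.9 CPM higher on day 3.5, each at the smallest exact permutation p of 0.0286. On day 1.5 every animal lay above those of day 0 (17.7 to 22.0 CPM). The size of that difference rested on replicate 2 (60.0 CPM against 24.3 and 24.4 CPM), without which it was 4.97 CPM. Without the cell of most ligand reads in each animal the difference was 10.7 CPM on day 3.5 (exact permutation p 0.0286). On day 1.5 the sums without that cell were 21.6, 50.2 and 20.7 CPM, which overlapped those of day 0 (15.5 to 21.1 CPM). With all kept ECs the difference on day 1.5 was 8.27 CPM, and -3.98 CPM without day 1.5 replicate 2 and 17.7 CPM without day 0 replicate 1. The difference on day 3.5 was 3.18 CPM, and -0.19 CPM without day 0 replicate 3 and 12.6 CPM without day 0 replicate 1. Wnt4 (chromosome 4, 137277489 to 137299726) gave most of the ligand reads, with a mean of 22.9 CPM and reads in 909 cells, ahead of Wnt2 (3.52 CPM, 7 cells), Wnt9a (1.95 CPM, 36 cells) and Wnt2b (1.64 CPM, 33 cells). The rank of Wnt2 rested on day 0 replicate 1, whose ligand sum was 55.5 CPM with Wnt2 and 20.9 CPM without it. Wnt4 stood at 29.2 ± 15.2 CPM on day 1.5 against 16.7 ± 1.9 CPM on day 0 (adjusted p 0.685 by edgeR), and 0 of 4 ligands tested were called over the list alone on any day.

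To ask which genes go with extravasation, extravascular and intravascular TCs of the same 4 animals were compared on day 1.5. edgeR called 183 of 19249 genes, 80 higher and 103 lower in extravascular TCs. The libraries of the gates did not overlap for any of the 183, nor for 8.53% of all genes, where chance gives 2.86%. DESeq2 called 1401 genes, 707 of them higher. Limma-trend on mean log10 values called 2008 genes, 207 higher and 1801 lower, of which 127 were among the 183 and 4 of the 183 took the other direction, with an all-gene median of -0.15 log2. With each library centred it called 1653 genes, 610 higher and 1043 lower. With the animal as a block, which left 3 residual degrees of freedom, edgeR called 1 gene. Every library moved the count: it was 518 without extravascular replicate 1, 79 without replicate 2, 10 without replicate 3 and 8 without replicate 4, and 15, 24, 56 and 8 without intravascular replicates 1, 2, 3 and 4. None of the 183 genes changed direction when a library was left out.

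Of the genes higher in extravascular TCs, Prrc2a (chromosome 17, 35149076 to 35164897) stood at 48.3 ± 3.9 against 22.2 ± 2.0 CPM (SD, n = 4 each), a log2 fold change of 1.12 ± 0.13 (SE, adjusted p 0.0032). Tmem184b (chromosome 15, 79360684 to 79403569) stood at 32.7 ± 1.9 against 12.8 ± 0.9 CPM (1.36 ± 0.16 log2, adjusted p 0.0032) and Prnp (chromosome 2, 131909928 to 131938429) at 218 ± 27 against 126 ± 15 CPM (0.79 ± 0.12 log2, adjusted p 0.0223). Rbm3-ps (chromosome 1, 150265535 to 150265999) is a processed pseudogene, whose reads may not be its own, so that its 1.41 ± 0.21 log2 (adjusted p 0.0205) is uncertain. Of the genes lower in extravascular TCs, Ifitm3 (chromosome 7, 141009586 to 141010770) stood at 1061 ± 134 against 1916 ± 108 CPM (-0.85 ± 0.10 log2, adjusted p 0.0032) and Psmb8 (chromosome 17, 34197721 to 34201454) at 96.1 ± 16.1 against 212 ± 23 CPM (-1.14 ± 0.13 log2, adjusted p 0.0032). Ppp1r15a (chromosome 7, 45522916 to 45526268) fell from 38.3 ± 6.6 CPM in intravascular TCs (-1.67 ± 0.21 log2, adjusted p 0.0068) and Ift172 (chromosome 5, 31253277 to 31291116) at 63.6 ± 5.7 against 119.9 ± 9.5 CPM (-0.91 ± 0.13 log2, adjusted p 0.0137). Prrc2a, Tmem184b, Prnp, Psmb8 and Ppp1r15a overlap other annotated genes and are uncertain to that extent. H2-K1, which encodes the target of the sorting antibody, did not differ between the gates (-0.01 ± 0.21 log2, adjusted p 1), and as a class I gene with near copies it is uncertain as well.

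Of the EMT factors, Vim (chromosome 2, 13573927 to 13582826) was higher in extravascular TCs, at 1819 ± 317 against 1204 ± 113 CPM (0.60 ± 0.11 log2, adjusted p 0.0305), and of the Wnt targets Myc (chromosome 15, 61985391 to 61990374), at 51.3 ± 4.5 against 30.6 ± 4.1 CPM (0.75 ± 0.14 log2, adjusted p 0.0314). Neither call held under every library left out: Vim was lost without extravascular replicate 2, 3 or 4 or intravascular replicate 1, 2 or 4, and Myc without extravascular replicate 3 or 4 or any of the intravascular replicates. Over all genes 6 of 335 EMT genes were called, 4 higher and 2 lower, and adjusted over the list alone 16, 9 of them higher. The counts were 3 of 129 and 4 for Wnt genes, 2 of 41 and 3 for canonical Wnt, 1 of 30 and 1 for noncanonical Wnt, 1 of 11 and 2 for stemness and dormancy, 2 of 54 and 2 for cycling, 0 of 16 and 0 for extravasation, 0 of 43 and 0 for S phase, 0 of 13 and 0 for Wnt ligands, and 0 of 14 and 3 (Fzd5, Fzd9 and Lrp5) for Wnt receptors. As a set, only S phase was called by camera, higher in extravascular TCs (adjusted p 0.0390). That call was not held by fry (0.285), with an estimated correlation (0.599) or with the animal as a block (0.0781), and it was lost without extravascular replicate 2 (0.0728) or 4 (0.101), intravascular replicate 1 (0.198), 3 (0.142) or 4 (0.0545), or latent replicate 2 (0.0503) or 3 (0.0558). The EMT and stemness sets had an adjusted p of 0.824, extravasation and the 3 Wnt sets 0.754 and cycling 0.327. The stemness, Wnt, noncanonical Wnt and extravasation sets were placed higher by camera with medians of -0.02, -0.02, -0.02 and -0.01 log2.

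Latent TCs, which had kept the dye until day 3.5, were compared with the pool of proliferative TCs. edgeR called 0 of 19249 genes, with 977 at an unadjusted p under 0.05, 103 by DESeq2 and 123 on mean log10 values. A single pool has no spread of its own, and the test takes it to vary like the other gates. As a set S phase was lower in latent TCs (camera adjusted p 4.9e-17, fry 0.0052, estimated correlation 0.014), and 13 of 43 S-phase genes were lower when adjusted over the list alone. EMT (0.108), canonical Wnt (0.119), noncanonical Wnt (0.430), stemness and dormancy (0.470), Wnt (0.754), cycling (0.754) and extravasation (0.934) were not called. Extravasation was placed lower with a median of 0.14 and a mean of -0.33 log2, and cycling lower with a median of 0.03 log2. Over the list alone 3 of 9 EMT factors were higher in latent TCs, and 0 of 129 Wnt genes were called. The 3 factors were Cdh1 (1.01 ± 0.30 log2, SE), Fn1 (1.42 ± 0.36 log2) and Klf4 (1.87 ± 0.68 log2), whereas Vim fell by 0.42 log2 (SE 0.16). None of these differences was called over all genes. The count takes no account of which way a gene changes in EMT. Cdh1 is an epithelial gene, so that its rise is no sign of EMT.

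The comparison was narrowed to dye-retaining TCs with a cycle score sum below -1 (11 to 23 cells per animal, 5.08 to 12.4 M reads) against 183 proliferative TCs with a sum above 0 (127 M reads). edgeR called 52 of 13589 genes, 6 higher and 46 lower in dye-retaining TCs, and DESeq2 called 555. The fit had 3 residual degrees of freedom, all from the latent libraries, and took the pool to vary like them, which could not be checked. On simulated counts 40% of its calls were false, but it recovered only 0% of 2-fold and 3.49% of 4-fold changes. That share rests on few simulated calls and gives no rate for the real ones. The genes named here are uncertain. The cells were chosen by their cycle genes, so that these were lower by construction. Of the 52 genes 17 belong to the S-phase or G2M lists, and of the 35 others 6 were higher and 29 lower. The all-gene median was 0.11 log2. Over all genes and over the list alone, 15 and 46 of 54 cycling, 2 and 32 of 43 S-phase, 1 and 10 of 268 EMT, 0 and 4 of 7 EMT factor, 0 and 2 of 9 stemness and 0 and 0 of 102 Wnt genes were called. Lgals3 (chromosome 14, 47367751 to 47386160) stood at 5424 ± 601 CPM (SD, n = 4) against 935 CPM in the pool, a log2 fold change of 2.64 ± 0.28 (SE, adjusted p 0.0073), Trib3 (chromosome 2, 152337422 to 152344032) at 118 ± 29 against 3.29 CPM (5.27 ± 0.65 log2, adjusted p 0.0136), Nupr1 (chromosome 7, 126623249 to 126630861) at 1204 ± 177 against 183 CPM (2.82 ± 0.35 log2, adjusted p 0.0136) and Zfand2a (chromosome 5, 139471211 to 139484549) at 90.8 ± 12.3 against 5.99 CPM (4.03 ± 0.57 log2, adjusted p 0.0288). The genes with the smallest p among those lower were Hmgb2 (chromosome 8, 57511907 to 57515999), Birc5 (chromosome 11, 117849251 to 117855743), Tk1 (chromosome 11, 117815526 to 117826092) and Tuba1b (chromosome 15, 98931425 to 98934565), with log2 fold changes of -5.01, -6.60, -4.83 and -3.02 (adjusted p 0.0011 each), of which Tk1 and Tuba1b overlap other annotated genes. Without latent replicate 1 the count was 22 and without latent replicate 3 it was 31. The Trib3 call was lost without latent replicate 1, the Nupr1 call without latent replicate 3 and the Zfand2a call without latent replicate 1, 3 or 4.

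The study looked for genes that change along both steps, from intravascular to extravascular and from proliferative to latent. edgeR called 0 genes in both comparisons. DESeq2 called 41, of which 6 changed in the same direction and 35 in opposite directions, where 5.41 shared genes would come by chance, and on mean log10 values 34 were called, 12 in the same and 22 in opposite directions, where chance gives 19.7.

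Wnt and EMT module scores were averaged per animal and compared between sort gates, which are other groups than the trajectory branches the study compared. The Wnt score was 0.0761 ± 0.0106 in latent TCs (SD, n = 4) and 0.0550 in the proliferative pool, a difference of 0.0210 (exact permutation p 0.4), and the EMT score was 0.267 ± 0.006 against 0.240, a difference of 0.0271 (exact permutation p 0.2, the smallest that 4 animals against 1 pool allow). In extravascular TCs the Wnt score was 0.0472 ± 0.0080 against 0.0519 ± 0.0137 in intravascular TCs (SD, n = 4 each, exact permutation p 0.657), and the EMT score 0.236 ± 0.007 against 0.240 ± 0.012 (exact permutation p 0.571). All 4 had an adjusted p of 0.657. Scores without control genes, as plain means of the list, moved the extravascular differences to -0.0520 for Wnt and -0.0479 for EMT, each at the smallest exact permutation p of 0.0286 (adjusted p 0.0571). On counts the extravascular differences reversed, to 0.0019 and 0.0029. Without intravascular replicate 4 the Wnt difference was 0.0020 in place of -0.0048. The cultured TCs, without replicate, had a Wnt score of 0.0401 and an EMT score of 0.186.

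**Figure D3:**
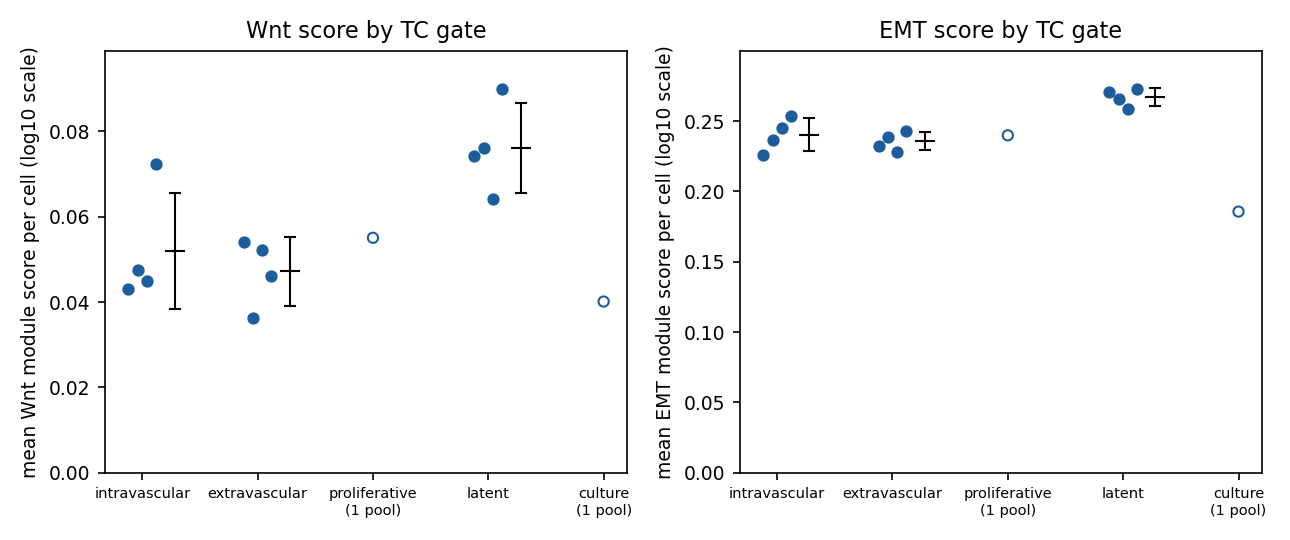
Mean Wnt (left) and EMT (right) module score per animal (vertical axes, score units) by TC gate (horizontal axes), with black bars for the mean and SD of 4 animals and open circles for the proliferative and cultured pools. Latent TCs averaged 0.0761 for Wnt and 0.267 for EMT, above the proliferative pool at 0.0550 and 0.240.

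In cultured TCs the study set the Wnt and EMT scores of single cells side by side. Over 369 cells of 1 culture, which are not replicates, Pearson's r was 0.320 and Spearman's rho 0.263, each with a permutation p of 1e-05, the smallest that 100000 permutations can give. Given detected genes and the cycle score the partial r was 0.286 (rho 0.213), without genes in both lists r was 0.290 (rho 0.231), and without the 2 cells farthest from the median Wnt score it was 0.314 (rho 0.257). As plain means without control genes the scores correlated at 0.859. A score sum above 0, a limit set by the control genes of the score, was taken as cycling. The share of such cells was 63.3 ± 5.8% in latent TCs (SD, n = 4) and 77.2% in the proliferative pool (183 of 237 cells, 95% Clopper-Pearson interval 71.3 to 82.4), a difference of -13.9 percentage points (exact permutation p 0.2). It was 74.8 ± 3.6% in extravascular and 75.1 ± 3.7% in intravascular TCs (SD, n = 4 each, exact permutation p 0.914), and 55.3% in culture (95% Clopper-Pearson interval 50.1 to 60.4). The extravascular difference of -0.363 points was positive without extravascular replicate 1, intravascular replicate 1 or intravascular replicate 3, up to 1.00. Within 0.1 of the limit lay 18 latent, 29 proliferative, 42 extravascular, 36 intravascular and 35 cultured TCs.

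RNA of other cell types was measured with marker lists. In ECs on day 1.5 versus day 0 the endothelial sum was 19137 against 24171 CPM (exact permutation p 0.114), erythroid 91.4 against 959 CPM (p 0.286), immune 255 against 383 CPM (p 0.686), tumour epithelial 13.4 against 8.76 CPM (p 0.457), alveolar 40.9 against 45.8 CPM (p 0.914) and stromal 7.59 against 8.88 CPM (p 0.914). In extravascular against intravascular TCs the tumour epithelial sum was 4860 against 3576 CPM (exact permutation p 0.114, higher in 4 of 4 animals), alveolar 6.20 against 25.0 CPM (p 0.143), erythroid 4.73 against 3.64 CPM (p 0.343), endothelial 26.1 against 28.2 CPM (p 0.6), stromal 2.98 against 5.68 CPM (p 0.8) and immune 9.50 against 11.8 CPM (p 0.914). The immune sum averaged 140 CPM in latent TCs against 19.6 CPM in the proliferative pool (exact permutation p 0.8). It was 234 and 280 CPM in 2 latent animals, and 19.1 and 26.4 CPM, close to the pool, in the others. In ECs it was 122 CPM on day 3.5 against 383 CPM on day 0 (exact permutation p 0.143). Neither difference went beyond the spread between animals.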

Values the study reported

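The study reported that 2,479 lung ECs passed its quality filters, of which 2,293 were capillary ECs. It reported 1,556 TCs after quality control, and lists of 146 Wnt genes and 384 EMT genes.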

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

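All tests of single cells, single genes and depth in this part were chosen after the results had been seen. In 58 groups of 4 animals, 7 held an animal whose gap to the nearest other exceeded Dixon's 95% critical value. Chance alone gives about 1 in 20 groups, and the measures are not independent. No biological explanation was tested for any of them. The 4 animals of day 0 were sorted in 2 sessions, which was not tested as a cause either.

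The mean Wnt score of intravascular replicate 4 was 0.0722, against 0.0431 to 0.0475 in the other 3 animals. After thinning each cell to 100000 reads it still stood apart (0.0353 against 0.0019 to 0.0032, gap over range 0.960), which argues against cell depth. As a median over cells it no longer passed the critical value (0.0541 against 0.0332 to 0.0395, gap over range 0.698), so that a few high cells fit as a part of the gap. The extravascular difference in the Wnt score changed sign without this animal.

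The Wnt ligand sum of EC day 0 replicate 1 was 55.5 CPM, against 17.2 to 18.7 CPM in the others. A single large-vessel cell with Wnt2 reads (chromosome 6, 17988940 to 18030585) held 62.3% of the ligand reads. Without the cell of most reads in each animal the sum was 21.1 against 15.5 to 16.2 CPM (gap over range 0.878), so that 1 cell gave most of the excess but not all of it. Without Wnt2 it was 20.9 against 17.2 to 18.7 CPM (gap over range 0.604).

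The erythroid marker sum of EC day 0 replicate 4 was 2831 CPM, against 231 to 389 CPM. One cell, classed as gCap, held 77.8% of these reads, and without the top cell of each animal the sum was 631 against 138 to 286 CPM (gap over range 0.70), below the critical value, so that 1 cell fits as the cause of most of the gap. It does not account for all of it, since erythroid reads were found in 75% of the cells of this animal against 27.0 to 49.8% in the others. Whether it was a doublet or haemoglobin mRNA carried into the well of a sorted cell was not tested.

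The immune marker sum of EC day 0 replicate 1 was 847 CPM, against 215 to 253 CPM. Nearly all of it was Cd74, and the other 8 immune markers summed to 0.132 CPM, which argues against immune cells. The top cell held 12.2% of the reads, and the animal still stood apart without it (gap over range 0.894).

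The endothelial marker sum of intravascular replicate 4 was 36.2 CPM, against 24.8 to 26.3 CPM, and stayed apart without its top cell (gap over range 0.907). Without Tie1 it was 23.0 CPM, within the range of the others (gap over range 0.175), so that 1 gene carried the gap. The immune marker sum of intravascular replicate 3 was 25.8 CPM, against 6.70 to 7.36 CPM, and stayed apart without its top cell (0.963) but not without Cd74 (0.499). The stromal marker sum of the same animal was 15.5 CPM, against 1.50 to 3.29 CPM. One cell with Pdgfra held 89.0% of these reads, and without the top cells the sum was 1.73 against 1.16 to 1.40 CPM (gap over range 0.567), so that 1 cell fits as the cause.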

How the results depend on the processing

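The tests on mean log10 values, at a minimum of 10 CPM, at a mitochondrial limit of 5% of reads, with the sorting session in the fit, with the animal as a block on mean log10 values, on the cells of the deposited capillary table, of thinned shares, of classes from log counts and of the ligand sum without its top cell or, in the capillary table, without 1 animal were chosen after the results had been seen. Over the values that answer a comparison and all alternatives, 252 kept their side of the threshold and their direction or stayed within 1.5 times the count, 128 moved further, 5 passed the threshold newly and 15 reversed. For named genes 288 calls were kept, 79 were lost and 0 reversed, and for gene sets 74 were kept and 21 lost. Unless a reason is given, the cause was not tested.

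DESeq2 called 358, 508 and 133 genes in ECs on day 1.5 versus day 0, day 3.5 versus day 0 and day 3.5 versus day 1.5, where edgeR called 0 each time. It called 315 and 140 in gCap ECs (edgeR 2 and 1), 236 and 155 in aCap ECs (0 and 0), 351 in the interaction (0), 1401 between extravascular and intravascular TCs (183), 103 between latent and proliferative TCs (0), 555 in the dye-retaining comparison (52) and 41 in both TC comparisons (0). At the study's EC threshold the counts, in the same order, were 340, 381, 130, 269, 91, 197, 95, 271, 948, 212, 452 and 50. These calls rest on unadjusted p-values and a fold limit, and they outnumbered the adjusted calls of edgeR in each comparison. They need not hold every adjusted call. Psme2 was called in extravascular TCs at an adjusted p of 0.0413 by edgeR, but its -0.464 log2 lies inside the fold limit.

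Limma-trend on mean log10 values called 326, 450 and 1 genes in the 3 EC comparisons, 391 and 1 in gCap, 10 and 2 in aCap, 2008 in extravascular against intravascular TCs, 123 in latent TCs, 293 in the dye-retaining comparison and 34 in both TC comparisons. With each library centred the counts were 106, 119, 1, 122, 1, 11, 2, 1653, 134, 390 and 27. Centring moved the split of the extravascular comparison from 207 higher and 1801 lower to 610 and 1043, beside 80 and 103 by edgeR. With the sorting session in the fit on this scale 122 genes were called on day 1.5 and 22 on day 3.5 versus day 0 in ECs, 304 and 0 in gCap and 3 in aCap on day 1.5, and with gCap cells drawn down 40. With the session in the edgeR fit gCap gave 1 and 0 calls.

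Equal weight per cell called 5, 8 and 2 genes in the 3 EC comparisons, 4 in gCap on day 1.5, 1 in aCap on day 3.5, 519 in extravascular, 3 in latent and 33 in dye-retaining TCs. Genes of at least 10 CPM, of which fewer were tested, gave 2 and 5 calls in ECs on day 1.5 and day 3.5 versus day 0, 4 in gCap on day 1.5, 828 in extravascular, 4 in latent and 146 in dye-retaining TCs and 2 in both TC comparisons. Without a filter on low counts the dye-retaining count was 112. All cells above the gene minimum gave 1 call on day 1.5 and 1 on day 3.5 versus day 0 in ECs and 0 and 0 in gCap. Fits with only the 2 groups compared, which hold fewer libraries, gave 1 call in ECs on day 1.5, 0 and 0 in gCap, 2 in the interaction and 63 in extravascular TCs. The mitochondrial limit gave 1 call in ECs and 1 in gCap on day 1.5, and drawing gCap cells down gave 0 and 0. Median-of-ratios size factors moved no count beyond 1.5 times, and thinning to the shallowest library moved none of those it was run on. With equal weight per cell the test (limma-trend) and the filter changed as well, so that its counts cannot be credited to the weight alone.

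Leaving out 1 library gave 0 to 1 calls in ECs on day 1.5 and on day 3.5 versus day 0, 0 to 3 in gCap on day 1.5, 0 in gCap on day 3.5, 0 to 2 in the interaction, 8 to 518 in extravascular and 22 to 66 in dye-retaining TCs. The ligand difference ranged from -3.98 to 17.7 CPM on day 1.5 and from -0.19 to 12.6 CPM on day 3.5. The extravascular Wnt difference ranged from -0.0077 to 0.0020, the aCap share difference on day 1.5 from -0.898 to 1.60 points, the gCap share difference on day 3.5 from -0.154 to 5.78 points and the extravascular cycling difference from -1.99 to 1.00 points.

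The replicate number as a block, which marks the same animal in extravascular and intravascular TCs, left 1 call of 183 between these gates, 0 in gCap ECs on day 1.5 and 0 on day 3.5, and 1 TC gene set of 2 (S phase at 0.0781 in extravascular TCs). With the block all 13 called genes named for these comparisons lost their call, with fewer residual degrees of freedom in the fit. In the interaction, where gCap and aCap ECs share animals, the block was the animal, with 0 calls by edgeR and 2 on mean log10 values. In the other EC comparisons the days share only a number, since each animal was sampled once, and the block moved no other count there. It changed no other call. The block gave the differences in score and cycling share between extravascular and intravascular TCs unchanged, with a smallest exact sign-flip p of 0.125. No paired analysis was possible because the proliferative gate was 1 pool, for latent against proliferative TCs and for the dye-retaining comparison.

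The scores depended on their construction. On counts the extravascular differences reversed to 0.0029 for EMT and 0.0019 for Wnt, and the latent differences were 0.0038 for EMT and, with changed sign, -0.00035 for Wnt. As plain means the extravascular differences were -0.0479 and -0.0520, each at the smallest exact permutation p of 0.0286 before adjustment, and the latent differences 0.0076 and, with changed sign, -0.00054. Lists without shared genes and thinned cells left every score difference in its direction. In the cells of the capillary table the ligand sum rose by 16.8 CPM on day 1.5 (4.97 CPM without day 1.5 replicate 2) and by 11.9 CPM on day 3.5, and without the top cell by 10.7 CPM on day 3.5. Without the top cell the sums of day 1.5 (20.7 to 50.2 CPM) overlapped those of day 0 (15.5 to 21.1 CPM). The aCap share difference on day 1.5 reversed to -0.145 points in thinned cells and to -0.394 points with classes from log counts, which also reversed the gCap difference on day 1.5 to 1.15 points. On log counts the same limits left 0 large-vessel ECs on any day and 1 cycling EC on each later day, so that they do not carry over to that scale. The extravascular cycling difference reversed to 0.655 points at a score sum above -1. The lower share of cycling cells in the latent gate and the correlation in culture kept their direction under all alternatives.

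For gene sets, an estimated correlation left 1 and fry 2 of the 5 EC sets, and each left 1 of the 2 TC sets. Leaving out 1 library left 1 to 2 TC sets. S phase in latent TCs was kept under every alternative.

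Named genes kept their call in 21 of 21 cases under DESeq2, without a filter and at 10 CPM or more, in 89 of 132 cases with 1 library left out and in 0 of 13 with the block. Prrc2a, Ifitm3, Psmb8, Ppp1r15a and Tmem184b kept theirs whichever library was left out, and on mean log10 values Prrc2a lost it. Simulated 2-fold changes were recovered at 19.8% in the extravascular comparison and at 0% in ECs, so that a count of 0 in ECs does not exclude changes of this size. EC libraries were the deeper ones, and their animals correlated less (0.759 to 0.881 against 0.954 to 0.982 in TCs). Thinning TC libraries to the shallowest gave 201 calls in place of 183, so that differences in depth between these libraries did not limit the count.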

Other observations

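The tests of the latent gate's cycle score, of Nr1d1, of opposite directions in TCs, of the general shift, of Psmb8 and Ifitm3, of RNA from other cells in TCs and, on mean log10 values, in ECs, of repeated draws of gCap cells, of the session on mean log10 values and of class II genes were chosen after the results had been seen.

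Other splits of the same libraries showed how often chance alone gave as much. The real split of days 1.5 and 0 in gCap ECs was 1 of 35 with as many calls, and so was that of extravascular and intravascular TCs. In total ECs all 35 splits of day 1.5 and day 0, and of day 3.5 and day 0, had as many calls as the real one, since that had 0, as did all 35 in aCap ECs on day 1.5, all 35 of the interaction and all 10 in ECs and in aCap ECs on day 3.5 versus day 1.5. In gCap ECs on day 3.5 versus day 1.5 it was 1 of 10, the smallest share this design allows. On mean log10 values the real split was 1 of 35 for ECs on day 1.5 and on day 3.5 versus day 0, for gCap and aCap on day 1.5 and for extravascular TCs, and 3 of 10 for ECs on day 3.5 versus day 1.5. For gene sets, 3 of 35 splits called as many in ECs on day 1.5, 6 of 35 in extravascular TCs so that chance fits as an account of these set calls. It was 5 of 10 in ECs on day 3.5 versus day 1.5, where 10 splits are too few to decide.

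Several technical explanations were weighed for the counts. Day 0 ECs were sorted in 2 sessions, each shared with a later day. With the session in the edgeR fit 0 genes were called on day 1.5 versus day 0 and 0 on day 3.5 versus day 1.5, where none had been called before, so that session and day cannot be told apart by that test. On mean log10 values all 326 genes kept their direction and 103.9% of their median change, which argues against the sorting session as the cause. Of these 326 genes 99 were still called in the same direction after centring each library, and of the 2008 genes in extravascular TCs 1250, so that a general shift of the scale fits as a cause of part of the calls in both. With edgeR there were 0 calls for RNA from other cells to explain in ECs on day 1.5 versus day 0, where the smallest exact permutation p of a marker sum was 0.286, so that it stays open there. On mean log10 values 320 of the 326 genes were higher, and together these rose by 48379 CPM. The highest marker sum of tumour, alveolar or erythroid cells or of immune cells (without Cd74) in a day 1.5 animal was 118 CPM, and erythroid sums were lower (66.9 to 105 CPM against 231 to 2831 CPM on day 0). In CPM 315 of the 320 genes rose (median 62.8 CPM) and 5 fell. Of the 320 genes 266 changed by more than the tumour sum did in any animal (19.6 CPM). For the immune sum (11.6 CPM) the number was 289, and for the alveolar sum (93.7 CPM) it was 119. The tumour sum averaged 3576 and 4860 CPM in intravascular and extravascular TCs, against at most 21.6 CPM in a day 1.5 EC animal. Tumour RNA was thus scarce and erythroid RNA fell, which argues against both as the cause of the calls as a whole. Immune and alveolar RNA stay open. Their markers had no reference level here, and a marker sum does not bound the RNA that such cells add. Stromal sums reached 15.2 CPM, but most stromal markers had decided which ECs were kept, so that stromal RNA stays open. Drawing gCap cells down to the aCap number left 0 gCap calls with edgeR, so that the number of cells fits as the reason for more calls in gCap than in aCap. On mean log10 values drawing down left 40 of 391 calls, and 13 to 227 over 20 draws, against 10 in aCap, so that the number of cells stays open on that scale. The interaction had 0 calls on both scales, and with the animal as a block 0 by edgeR and 2 on mean log10 values.

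In TCs the lanes shared by the gates numbered 0 for extravascular against intravascular and 0 for latent against proliferative TCs, so that gate and lane cannot be told apart. On day 0, the one group with animals on 2 lanes each, the same animal on 2 lanes differed by a median of 0.860 and 0.745 log2, and 2 animals on 1 lane by 0.889, 0.741 and 0.697 log2. Marker sums of other cell types were small beside the changes of the 183 called genes, of which 80 rose (median 27.7 CPM) and 103 fell (median 102 CPM). The endothelial sum changed by at most 6.97 CPM in an animal, the immune sum by at most 20.7 CPM and the alveolar sum by at most 44.7 CPM. Of the called genes 161, 133 and 98 changed by more. The endothelial sum stood at 15009 CPM or more in every day 1.5 EC library. So small a change in TCs argues against endothelial RNA as the cause of the calls as a whole. Immune and alveolar RNA stay open, since their markers had no reference level here. Smaller changes among the called genes could not be assigned. Thinning libraries to the shallowest left 0 calls between latent and proliferative TCs, where there were none to lose, so that the deeper library of the pool stays open.

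Changes along the 2 TC comparisons ran in opposite directions, with a Spearman's rho of -0.391 over 6841 genes. The value was weaker on mean log10 values (-0.207) and with the dye-retaining comparison in place of the latent one (-0.203). Without the cycle lists it was -0.390, but 6752 of the 6841 genes remained, too many for the value to move, so that cell cycle genes stay open. Of 35 splits of the extravascular and intravascular libraries 3 gave as large a value, so that chance fits. The gate with fewer detected genes stood first in both comparisons, which by itself would give a positive value, but as chance reaches -0.391 too, cell depth stays open.

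Of latent TCs 63.8% had a cycle score sum above 0 after thinning, which argues against cell depth as the cause of that share. The 0 of the score is set by its control genes, so that the share depends on this limit and is no count of dividing cells. In culture the partial r of 0.286 argues against detected genes as the source of the correlation of Wnt and EMT scores. The Wnt list without shared genes stood at percentile 100 among 10000 random lists (median r -0.0166, 95th percentile 0.0999), which argues against any 2 lists of this size. The lists used for this test were changed to unshared genes after a first result had been seen.

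Nr1d1 was lower in gCap ECs on day 1.5 than on days 0 and 3.5, and it is a gene of the circadian clock. A list of 9 further clock genes held Nr1d2, Dbp, Tef, Hlf, Per1, Per2, Per3, Ciart and Bhlhe41. All 9 were lower in gCap ECs on day 1.5 versus day 0, 3 of them at an unadjusted p under 0.05 by edgeR. Ciart and Bhlhe41 changed by only -0.12 and -0.09 log2. On day 3.5 versus day 1.5 only 1 of the 9 was lower. Of another clock list (Arntl, Clock, Nfil3 and Cry1) 2 of 4 were lower in gCap ECs on day 1.5 and the others higher. In aCap ECs 5 of 8 genes of the longer list were lower on day 1.5, and 1 of 8 on day 3.5 versus day 1.5. Time of day therefore stays open. With Zbtb16 left out, which had prompted the test (-3.35 log2 on day 1.5 and 4.47 log2 on day 3.5 versus day 1.5), 5 of 8 glucocorticoid-induced genes were lower in gCap ECs on day 1.5, and 0 of 8 on day 3.5 versus day 1.5, and this explanation stays open too. Sampling times were not analysed here. Both are hypotheses from these data alone.

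Psmb8 and Ifitm3 were lower in extravascular TCs. Of 20 interferon genes 13 were lower, with a median of -0.34 log2 at percentile 0.74 of random lists, so that a weaker interferon response fits, although lane remains confounded with the gate. Of the class I genes 8 of 14 were lower, with a median of -0.042 log2 (percentile 63.1). H2-K1 mRNA changed by -0.0068 log2, and as the protein was not measured, less of the antibody target stays open.

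ECs of day 1.5 replicate 1 held little class II mRNA. Cd74 (chromosome 18, 60803848 to 60812652) stood at 0.618 CPM against 69.6 to 846 CPM in the other 9 animals, H2-Ab1 at 69.6 against 314 to 579 CPM, H2-Aa at 50.9 against 83.8 to 370 CPM, and H2-DMb1 at 0.848 against 8.42 to 56.0 CPM, and H2-Eb1 was also below all others (84.1 to 347 CPM). H2-DMa, Ciita, H2-K1 and B2m lay within the range of the others in CPM, although H2-DMa reads were found in 2.56% of its cells against 5.16 to 12.2% and Ciita reads in 3.19% against 4.10 to 9.95%. H2-D1, at 3098 CPM, was just below the others (3113 to 5401 CPM). Its library of 129.5 M reads was the deepest, which argues against a shallow library. Other immune markers were seen in at most 7.04% of kept cells of the other libraries, too few for immune cells to give their Cd74, which was found in 31.0 to 52.2% of cells. The authors had filtered cells on Ptprc among other genes, but some kept cells still held its reads. In day 3.5 replicate 2 the share of kept cells with other immune markers was 7.04%, and 5.63% without Ptprc. Without Ptprc and before that filter the other markers were seen in at most 6.84% of cells, and Cd74 in 30.8 to 52.5%. In gCap ECs alone 3.43% of cells had Cd74 reads, against 35.5 to 68.3%, which argues against the share of EC classes. Cd74 lies outside the H2 region, so its 0.618 CPM argues against a variant there. Of 20 interferon genes 0 were lowest and 4 highest in this animal among all 10, which argues against an interferon response below that of all other animals. A response weaker only than in the other day 1.5 animals was not tested. Other animals on its lane numbered 0, so that animal and lane cannot be told apart. No biological explanation was tested.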
